A study of Mus musculus with 8 samples. Its data were reported in "Sequential deregulation of histone marks, chromatin accessibility and gene expression in response to PROTAC-induced degradation of ASH2L" (2023).

How the data were processed

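ChIP-seq was performed by the authors on iMEF cells expressing FKBP-tagged ASH2L, with 4 ASH2L libraries (2 replicates without and 2 with dTAG for 1 h) and 4 input libraries in the same arrangement. Antibodies against the HA epitope of the fusion protein were used for precipitation. The authors trimmed reads with Trim Galore, aligned them to mm10 with BWA, filtered alignments, merged replicates with Picard and called narrow peaks with MACS, and they tested differential binding with DESeq2. The study also names a list of ASH2L sites that changed significantly after 1 h, which was not used here. The list used here is the union of ASH2L sites over all samples. Its values are genomic positions only, with no count, score or p-value per site and no column per sample, so sites could not be ranked by strength, a stricter peak threshold could not be applied, replicates could not be compared and the depth per sample is not shown. The planned test of changed ASH2L signal after dTAG was not run for this reason, nor were its alternatives. Whether peaks were first called per sample or per merged group is not visible in the list.

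Coordinates were used in the authors' build without conversion. Starts were read as counted from 0, because the smallest difference between end and start is then exactly 200 bp, and positions are printed counted from 1. Base composition came from the GRCm38.p6 sequence, which is the same build. TSSs and gene structures came from GENCODE mouse release 21, an earlier release than the one the authors used, with 132629 distinct TSSs on the assembled chromosomes, 93459 of them of transcripts from protein-coding genes. Each site was represented by its centre. Sites centred within 1 kb of a TSS are promoter sites, and those farther than 3 kb from every TSS are non-promoter sites. The 16 sites outside the 21 assembled nuclear chromosomes were left out of the comparisons.

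Random placements (1000 per site) kept the chromosome and width of each site and avoided unsequenced bases. For GC content and for the motif comparison windows of non-promoter sites, placements were restricted to positions farther than 3 kb from a TSS, as the sites were. Mappability was not modelled. Shares were tested by one-sided permutation against the placements, the position relative to the TSS by a two-sided exact binomial test, and widths by a two-sided permutation test of the difference in medians with 100000 resamples. Gene-level comparisons used Fisher's exact test (two-sided) on all 21938 protein-coding genes of the assembled chromosomes, and families of tests were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. CpG islands were computed from the sequence as stretches of at least 200 bp with a GC content over 50% and an observed to expected CpG ratio over 0.6, and the UCSC island table that the authors used was not used here. At the level of genes an island had to lie within 1 kb of a TSS. Motifs were matched as consensus sequences on either strand in 200-bp windows, namely EGR (GCGKGGGCG), NRF1 (GCGCNTGCGC), CTCF (CCASYAGRKGGC), YY1 (AANATGGCGNC), ETS (CCGGAAGT), NFY (CCAATSRG), SP/KLF (CCCCGCCCC), CRE (TGACGTCA), E-box (CACGTG), AP-1 (TGASTCA) and ZBTB33 (TCTCGCGAGA). Promoter site windows were compared with windows at the start of protein-coding genes without a site, and non-promoter windows with 10 random placements per site. Wilson 95% confidence intervals cover counting error only, and the limit for a count of 0 is 3 counts of the total.

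The genes and sites named in the text followed a rule set before the data were examined. They were 24 listed genes, the 5 widest sites and the 3 protein-coding genes with the most separate promoter sites, with ties ordered by summed width. One of the widest sites is not reported here. Alternatives changed the window, the set of TSSs, the placement, the island definition, the widths included, the merging of sites within 1 kb of each other, the GC matching of windows and the restriction to CpG island promoters. Alternatives that used only the start of each gene, protein-coding genes with a single annotated TSS, or motif windows centred on TSSs were added after the data were seen.

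The calculations were made in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The functions were tested on simulated data. Each of 1000 random lists was ranked against the others, and 4.9% were called near TSSs at a permutation p-value under 0.05. That share follows from the ranking itself, so it does not test the calibration. A planted downstream share of 70.5% in 3000 simulated sites was recovered as 70.5%, and all 1247 genes given a simulated site were called with no other gene. Both sets were planted only at TSSs with no other TSS within 3 kb. Recovery where TSSs lie closer together was not tested. In simulated data an added motif, a raised gene family and a raised chromosome were each called with 0 other calls.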

Results

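ASH2L, a core subunit of the KMT2 complexes that methylate lysine 4 of histone H3, was profiled by chromatin immunoprecipitation and sequencing in iMEF cells, an immortalised line of mouse embryo fibroblasts in which an ASH2L fused to an FKBP degradation tag replaced the endogenous protein. The 8 libraries fell into 4 groups of 2 replicates each, namely ASH2L precipitates and matching inputs from untreated cells and from cells exposed for 1 h to dTAG, a degrader that recruits a ubiquitin ligase to the FKBP tag. The data analysed here were 1 list of ASH2L binding sites, compiled by the authors across all samples. Each site had a chromosome, a start and an end and no signal per sample, so it did not show the read depth of the libraries and no value had a replicate error. The comparison of ASH2L signal with and without dTAG, which asks which sites lose the protein upon degradation, was therefore not analysed here. The comparisons below ask where in the genome (mm10) the sites lay. Sites and genes are not replicates, and the p-values describe this list rather than repeated experiments.

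The list held 6444 sites, none of which overlapped its neighbour. Of these, 6428 were on the 21 assembled nuclear chromosomes and entered the comparisons. The median width of all sites was 268 bp, with quartiles of 209 and 368 bp. The narrowest width was 200 bp, which 1281 sites (19.9%) had, and 159 sites were wider than 1 kb. Together the sites covered 2257 kb.

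The first comparison asked how closely ASH2L binding followed transcription start sites (TSSs). Of the 6428 sites, 3377 were centred within 1 kb of an annotated TSS, a share of 52.5% (Wilson 95% confidence interval 51.3 to 53.8%). Across 1000 random placements of sites of the same widths on the same chromosomes the share was 6.23% ± 0.301 (SD over placements), and the highest share in any placement was 7.50%. The one-sided permutation p of 0.001 was the smallest that 1000 placements can give. The share ranged from 42.1% for sites below the median width to 63.0% for wider ones, and with the window kept at 1 kb the background was 11.0% when sites were placed within 50 kb of their own position. A further 662 sites (10.3%) lay between 1 and 3 kb from a TSS, close to the 9.68% of random placements. The remaining 2389 sites (37.2%) were farther than 3 kb from every annotated TSS and are called non-promoter sites below, and 131 sites were farther than 100 kb.

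Promoter sites were not centred evenly around the TSS. After 7 sites with equally near TSSs on both strands and 15 sites exactly at a TSS were set aside, 2236 promoter sites were centred downstream of the nearest TSS and 1119 upstream. The downstream share was 66.6% (Wilson 95% confidence interval 65.0 to 68.2%; two-sided exact binomial test, p = 2.81e-84), against 51.6% for random positions within 1 kb of a TSS. The median offset was 68.5 bp downstream, with quartiles of -26.0 and 223 bp. The share depended on which TSSs were used. It was 53.8% (Wilson 95% confidence interval 50.2 to 57.3%) for the 766 sites with a direction at genes of any type with a single annotated TSS, which does not exceed the 51.6% of random positions beyond counting error. No background was computed for the TSSs of such genes alone. The downstream share was 70.5% (p = 3.34e-11, exact binomial test) for the 258 such sites at protein-coding genes with a single annotated TSS, a setting chosen after the data were seen.

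**Figure D1:**
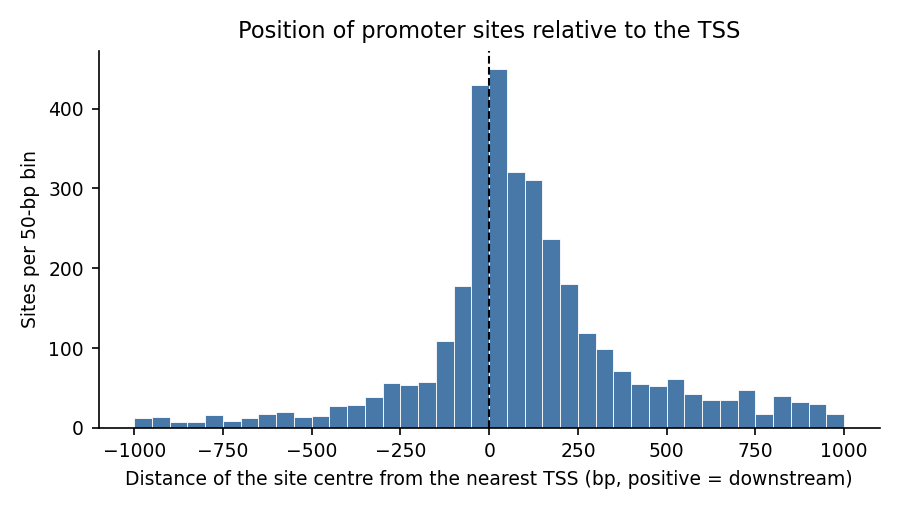
Number of promoter sites per 50-bp bin (vertical axis) by the distance of the site centre from the nearest TSS in bp (horizontal axis, positive values downstream); the dashed line marks the TSS. The median offset was 68.5 bp and the counts fall off more slowly on the downstream side.

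Sites at promoters were wider than sites elsewhere. The median width was 304 bp for the 3377 promoter sites and 228 bp for the 2389 non-promoter sites, a difference of 76.0 bp. A two-sided permutation test with 100000 resamples gave p = 1e-05, the smallest it can give. The minimum width of 200 bp was found in 9.83% of promoter sites, in 23.0% of sites between 1 and 3 kb from a TSS and in 33.3% of non-promoter sites. The widest of all sites spanned 7465 bp on chromosome 2 (74686338 to 74693802) and overlapped Hoxd10 and Hoxd11. It was followed by a site of 6166 bp on chromosome 7 (137308336 to 137314501) centred in an intron of Ebf3. Also among the 5 widest, a site of 4250 bp on chromosome 3 (30505441 to 30509690) was centred in an intron of Mecom, and a site of 4095 bp on chromosome 2 (74657284 to 74661378) was centred in the coding sequence of Evx2.

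Because KMT2 complexes are recruited in part through unmethylated CpG-rich DNA, genes with and without a site were compared for a CpG island within 1 kb of a TSS. A promoter site was found at 3078 of 21938 protein-coding genes (14.0%). Of these, 3059 genes had a CpG island, a share of 99.4% (Wilson 95% confidence interval 99.0 to 99.6%). Among the 18860 genes without a site the share was 69.1%. The odds ratio was 71.9, with a p-value from Fisher's exact test of 1e-300 or lower. Read the other way, 19.0% of the 16099 genes with an island and 0.325% of the 5839 genes without one had a site. With stricter islands of at least 500 bp the shares were 96.8% and 53.9%.

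Non-promoter sites were also richer in G and C than random positions. Their mean GC content was 45.4% ± 5.46 (SD over 2389 sites), against a mean of 41.3% ± 0.147 (SD over placements) for random positions that were likewise farther than 3 kb from a TSS (one-sided permutation test, p = 0.001, the smallest 1000 placements can give). With positions drawn within 50 kb of each site, the background was 42.6%. Of the non-promoter sites, 7.20% overlapped a CpG island, compared with 89.0% of promoter sites. Introns held 48.4% of non-promoter site centres and 41.5% of random placements beyond 3 kb, whereas intergenic DNA held 47.4% and 55.8% respectively (two-sided permutation tests with Benjamini-Hochberg adjustment over 5 features, adjusted p = 0.0012 for both).

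Sequence motifs of 11 families of DNA-binding proteins were counted in 200-bp windows at the site centres. In non-promoter sites, the AP-1 motif was present in 278 of 2389 windows (11.6%) and in 3.06% of 23890 random windows, an odds ratio of 4.17 (Fisher's exact test with Benjamini-Hochberg adjustment over 11 motifs, adjusted p = 1.7e-66). The odds ratio was 3.80 when the random windows were matched on GC content. The EGR and ETS motifs also passed the threshold, in 4 and 6 of the 2389 windows respectively (adjusted p = 0.0335 for both). Neither passed against GC-matched windows, but that comparison had 2382 random windows instead of 23890. The ETS odds ratio was 4.29 in the main setting and 6.01 with GC matching, where EGR was found in 4 and 0 windows. These lost calls therefore do not show an effect of GC content. Against windows from within 50 kb neither passed, with odds ratios of 5.72 for EGR (adjusted p = 0.0734) and 1.54 for ETS (adjusted p = 0.824). At promoters, 9 of the 11 motifs differed between the site centres and the TSSs of protein-coding genes without a site. The ETS motif was more frequent at site centres (5.33% and 3.41%, odds ratio 1.59), although not in windows of 100 bp (odds ratio 1.19, adjusted p = 0.19). The YY1 motif was also more frequent (2.13% and 1.55%, odds ratio 1.38), but it did not differ against GC-matched windows (odds ratio 1.08, adjusted p = 0.732), among CpG island promoters (odds ratio 1.06, adjusted p = 0.683) or in windows of 100 bp (odds ratio 0.985). The other 7 were less frequent, among them NFY (1.07% and 7.23%, odds ratio 0.138), SP/KLF (5.33% and 11.6%, odds ratio 0.429) and NRF1 (1.92% and 4.59%, odds ratio 0.408). Of the 7, AP-1 lost its call against GC-matched windows (odds ratio 0.834, adjusted p = 0.325) and in windows of 100 bp (0.918, adjusted p = 0.745). ZBTB33 lost its call against GC-matched windows (odds ratio 0.384, adjusted p = 0.132). The comparison of site centres with TSSs set windows displaced from the TSS against windows on it. When windows on the TSS were used for both groups, a setting chosen after the data were seen, NRF1 (9.36%, odds ratio 2.14) was more frequent at genes with a site, NFY (7.86%, odds ratio 1.10) did not differ, and ETS (9.97%, odds ratio 3.14) and YY1 (4.26%, odds ratio 2.82) differed more strongly. Among genes with a CpG island alone, these TSS windows gave odds ratios of 2.22 for ETS, 1.95 for YY1 and 1.47 for NRF1.

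**Figure D2:**
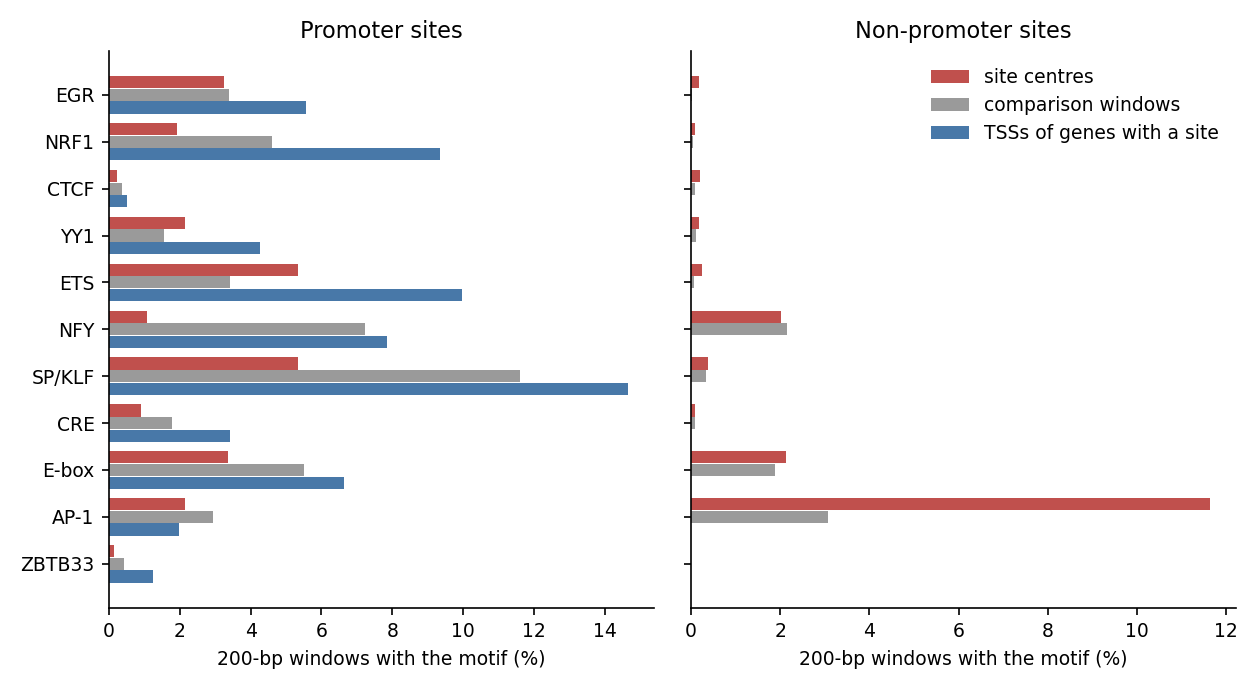
Percentage of 200-bp windows that contain each motif (horizontal axes) for 11 motifs at promoter sites (left) and non-promoter sites (right). Bars stand for site centres, comparison windows (TSSs of genes without a site on the left, random windows on the right) and, on the left, TSSs of genes with a site. AP-1 reaches 11.6% of non-promoter sites against 3.06% of random windows, and NFY is rare at promoter site centres (1.07%) but not at the TSSs of the same genes (7.86%).

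To ask which classes of genes carried ASH2L at their promoters, 10 gene families were compared with all other protein-coding genes by Fisher's exact test with Benjamini-Hochberg adjustment. Cytosolic ribosomal protein genes had the highest share, with a site at 60 of 83 genes (72.3%, odds ratio 16.3, adjusted p = 1.3e-32). Mitochondrial ribosomal protein genes followed with 32 of 78 (41.0%, odds ratio 4.30, adjusted p = 1.5e-08), proteasome subunits with 16 of 48 (33.3%, odds ratio 3.07, adjusted p = 0.00105) and the family of cyclins, cyclin-dependent kinases and replication factors with 26 of 105 (24.8%, odds ratio 2.03, adjusted p = 0.00414). The last of these families was chosen by gene symbol. Its Pol symbols took in RNA polymerase subunits as well as DNA polymerases, so it is not purely a cell cycle and replication set. It did not differ among CpG island promoters alone (odds ratio 1.41, adjusted p = 0.193). Solute carriers had a site less often, at 30 of 369 genes (8.13%, odds ratio 0.538, adjusted p = 0.00105). No site was found at 1135 olfactory receptor genes, which allows a share of up to 0.264%, or at 53 keratin genes, which allows up to 5.66%. Zfp genes and collagens did not differ from other genes. Replication-dependent histone genes did not differ within 1 kb (11 of 67 genes, adjusted p = 0.662), but within 3 kb 19 of the 67 genes had a site (28.4%, odds ratio 2.19, adjusted p = 0.00851).

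**Figure D3:**
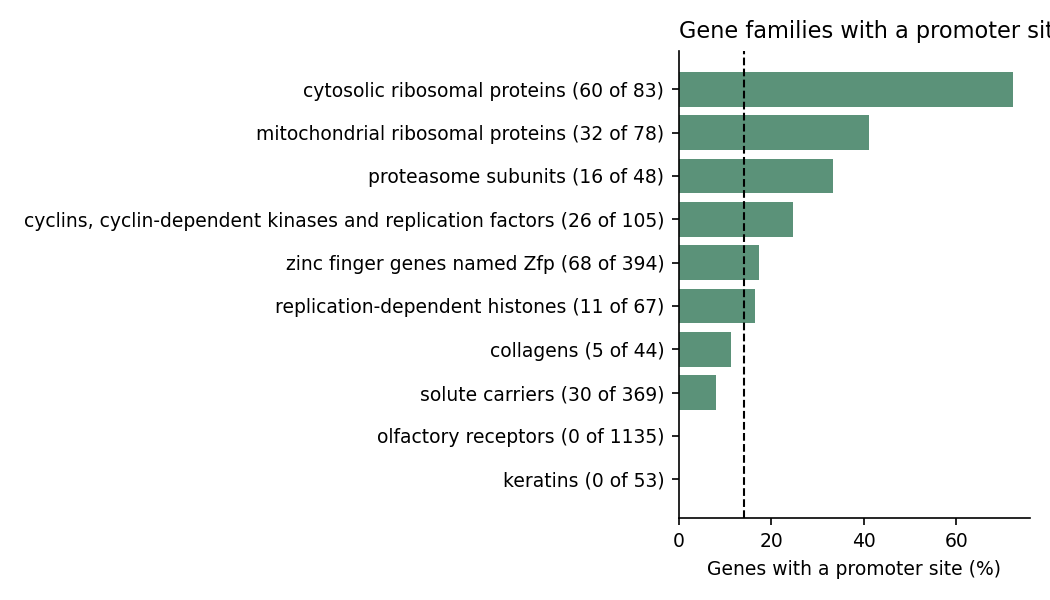
Percentage of genes with a promoter site (horizontal axis) in 10 gene families, with the number of genes with a site and the family size in brackets; the dashed line marks the 14.0% of all protein-coding genes. Cytosolic ribosomal protein genes stand highest at 72.3%, and olfactory receptors and keratins have none.

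Genes with a site more often shared their promoter with a divergent transcript. An antisense TSS of another gene lay within 1 kb upstream of 1131 of the 3078 genes with a site (36.7%) and of 2873 of the 18860 genes without (15.2%), an odds ratio of 3.23 (Fisher's exact test, p = 3.49e-155). Among genes with a CpG island the odds ratio was 2.23 (Fisher's exact test, p = 2.4e-73). Genes with a site had a median of 5 annotated TSSs and genes without had 3, and when sites were counted at the start of each gene alone, a setting chosen after the data were seen, the odds ratio was 3.16. In all these settings a site near the TSSs of both genes was counted for both. A gene with a divergent partner could thus be called through a site at the partner's TSS. How much of the excess comes from this counting was not tested.

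The share of protein-coding genes with a promoter site also differed between chromosomes. In Fisher's exact tests of each chromosome against the others, 11 of 21 passed an adjusted p-value (Benjamini-Hochberg) of 0.05. The X chromosome had a site at 24 of 948 genes (2.53%), against 14.5% elsewhere (odds ratio 0.153, adjusted p = 9.89e-34). The Y chromosome had none at 183 genes. Chromosome 7 had a site at 145 of 2023 genes (7.17%, odds ratio 0.447, adjusted p = 9.81e-23), and at 11.6% of its genes with a CpG island (odds ratio 0.540). The highest share was 20.1% on chromosome 12 (odds ratio 1.56, adjusted p = 9.92e-05). Non-promoter sites were distributed differently. Chromosome 15 carried 246 of them (2.44 per Mb) and chromosome 10 carried 231 (1.82 per Mb), whereas the other 17 autosomes ranged from 0.676 to 1.08 per Mb.

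**Figure D4:**
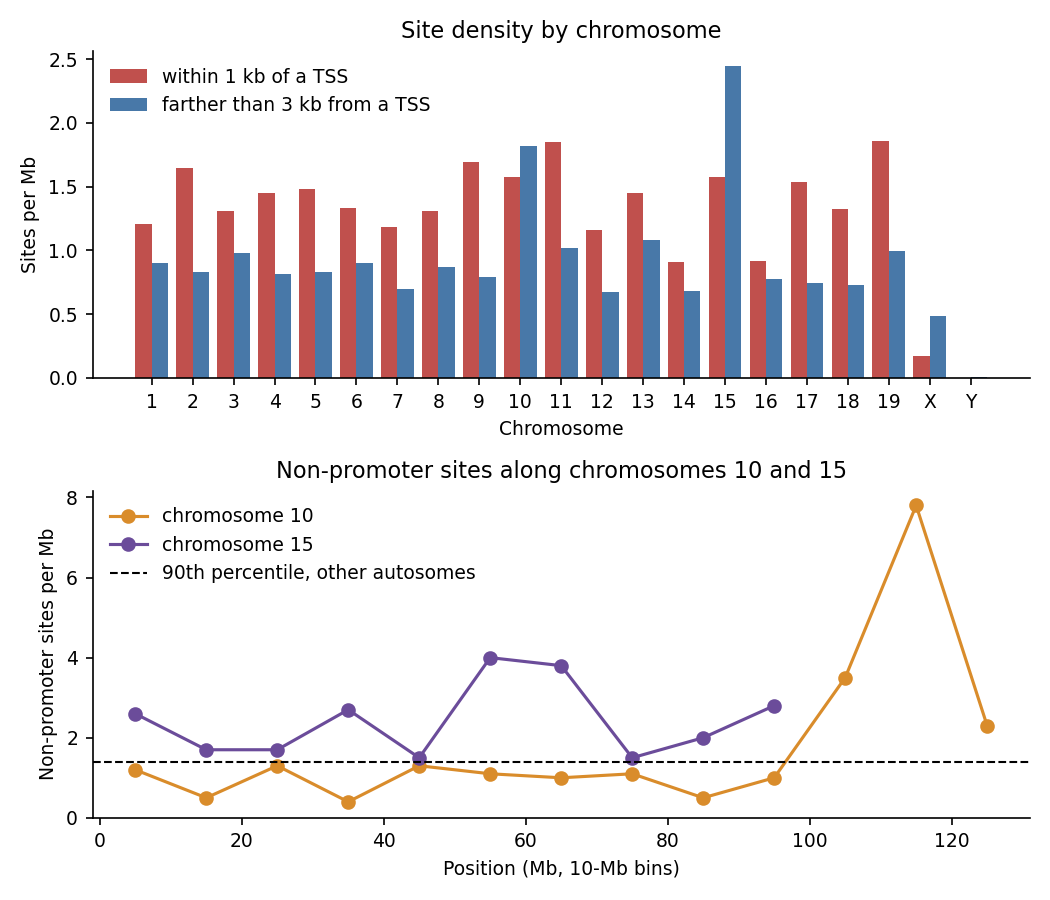
Top, sites per Mb (vertical axis) by chromosome for sites within 1 kb of a TSS and farther than 3 kb from a TSS. Bottom, non-promoter sites per Mb in 10-Mb bins along chromosomes 10 and 15, with the 90th percentile of such bins on the other autosomes (1.40 per Mb) as a dashed line. All 10 complete bins of chromosome 15 lie above that line, as do 3 of 13 on chromosome 10, and the X chromosome has the fewest promoter sites per Mb of all chromosomes but Y.

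Of 24 genes listed before the data were examined (genes the study names and subunits or antagonists of the KMT2 complexes), 13 had a promoter site, against 3065 of 21914 other protein-coding genes (54.2% and 14.0%, odds ratio 7.27, Fisher's exact test, p = 4.35e-06). Rspo2 (ENSMUSG00000051920.7) had a site of 603 bp on chromosome 15 (43170431 to 43171033) in its UTR, centred 86 bp downstream of the TSS, and 4 sites within 3 kb. Zfp503 (ENSMUSG00000039081.10) had none within 3 kb, and the nearest site of the list, at 22042226 to 22042525 on chromosome 14, was upstream of the gene at an offset of -52775 bp. The study names the promoter of Zfp503, like that of Rspo2, as a place where ASH2L was lost after the degrader was added. That loss was measured by ChIP-qPCR, a different assay from the sequencing behind the list. The list has no site at the Zfp503 promoter, which does not by itself contradict that measurement. Egr1 had none within 3 kb either, and its nearest site was centred 70556 bp downstream. At the Egr1 promoter the study described weak ASH2L signal in its sequencing, which fell within 1 h of adding the degrader. The lack of a listed site there therefore does not show that ASH2L was absent. Among the KMT2 methyltransferases, Kmt2a, Kmt2c, Kmt2d, Setd1a and Setd1b had a promoter site and Kmt2b had none. Of the other core subunits, Wdr5 (27515232 to 27515474 on chromosome 2) and Rbbp5 (132476890 to 132477719 on chromosome 1) had one and Dpy30 had none. The site near Ash2l itself lay at 25840383 to 25840757 on chromosome 8, in an intron, at an offset of -113 bp from the nearest annotated TSS of the gene. Of the H3K4 demethylases, Kdm1a, Kdm5a and Kdm5c had a promoter site, Kdm5b and Kdm5d had none. Nrf1 had a site of 723 bp, and Rab8a, Mga, Tbc1d1, Il7 and Ppbp had no site within 3 kb of a TSS.

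Most of the genes with a promoter site, 2623 of 3078, had 1 such site and 455 (14.8%) had at least 2. The 3 genes with the most separate sites within 1 kb of their TSSs were Tcf4 (ENSMUSG00000053477.17) with 9 sites between 69344337 and 69594673 on chromosome 18, Foxp1 (ENSMUSG00000030067.17) with 7 sites between 99026927 and 99523743 on chromosome 6, and Pcdh7 (ENSMUSG00000029108.14) with 6 sites between 57717180 and 57721742 on chromosome 5. These genes have 58, 22 and 7 annotated TSSs respectively, so they were not examined over equal numbers of windows.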

Values the study reported

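The study reported 6444 sites bound by the tagged ASH2L when all samples were combined, and described a marked loss of signal at nearly all of them within 1 h of adding the degrader. Sequencing was planned for at least 40–50 M raw reads per ChIP sample. The study reported 25,431 sites with H3K4me3 signal in the same cells.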

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

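The list held 16 sites outside the assembled nuclear chromosomes, which no comparison of the report used, and that number is above the 3 that a count of 0 allows. Of these, 13 lay on 9 unplaced, patch or alternate sequences and 3 on the mitochondrial chromosome. The mitochondrial sites spanned 165 to 841, 1253 to 1574 and 1691 to 2512, a total of 1821 bp, and overlapped the ribosomal RNA genes mt-Rnr1 and mt-Rnr2. The origin of these 16 sites was not tested, because the list carries no input signal that would show a local excess of reads. For the mitochondrial sites, the many copies of mitochondrial DNA per cell, nuclear copies of mitochondrial sequence and the linear treatment of a circular chromosome stay open. No biological explanation was tested, since the list does not separate treated from untreated samples.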

How the results depend on the processing

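Of 52 alternatives to the 11 main results, 50 kept the direction and the side of the threshold, or a count within 1.5 times. The exceptions were in the motifs of non-promoter sites, where 3 motifs passed in the main setting and 1, AP-1, passed both with comparison windows matched on GC content and with placement within 50 kb. The EGR and ETS calls rested on 4 and 6 windows. The GC-matched setting had 2382 comparison windows instead of 23890, so its lost calls do not show an effect of GC content. The cause of the losses with placement within 50 kb was not tested. In windows of 100 bp 3 motifs passed again, but CTCF (5 windows, odds ratio 10.0, adjusted p = 0.0058) took the place of EGR (adjusted p = 0.456). AP-1 had odds ratios from 3.80 to 4.54 over its alternatives. For chromosomes, motifs and families only the number of calls was compared here, whichever items passed and in either direction. Promoter motifs thus kept 9 calls with windows on the TSS, although several of those motifs reversed, as given below.

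Of 125 alternatives to the 30 single chromosomes, motifs and families that passed the threshold, 89 gave the same call, 26 were weaker and 10 reversed. The YY1 motif at promoter sites had an odds ratio of 0.985 in windows of 100 bp and lost its call with GC matching and among CpG island promoters too. The other reversals came from windows centred on TSSs for both groups, chosen after the data were seen. The odds ratios were then 2.14 for NRF1, 1.10 for NFY, 1.31 for SP/KLF, 1.95 for CRE, 1.22 for E-box and 2.93 for ZBTB33, and among CpG island genes 1.47 for NRF1, 1.51 for CRE and 2.04 for ZBTB33. These windows differ from the main ones in their position and in counting each gene once, and most of the lower frequencies at site centres were absent from them. AP-1 stayed less frequent over all genes (odds ratio 0.672, adjusted p = 0.00355) but not among CpG island genes (0.858, adjusted p = 0.37). Among CpG island genes, SP/KLF stayed less frequent in this comparison (odds ratio 0.881, adjusted p = 0.0427). The EGR motif in non-promoter sites has no odds ratio against GC-matched windows, as no such window held it.

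The share of sites near a TSS stayed between 42.1% and 63.0%, and the downstream share between 53.8% and 80.8%. The lowest, for genes with a single annotated TSS, differed from equal shares (exact binomial test, p = 0.0394) but not from the 51.6% of random positions, which lies within its 95% confidence interval. No background was computed for the TSSs of these genes alone. The highest used the start of each protein-coding gene, which places sites at later TSSs of the same gene downstream by construction. Chromosomes 3, 5, 15, 17 and 18 lost their call under at least 1 alternative, and chromosomes 1, 7, 12, 13, X and Y under none of those tried. Calls were also gained. Chromosome 2 (odds ratio 1.32), chromosome 10 (1.24) and chromosome 14 (0.776) passed without receptor genes, chromosomes 2 and 11 (1.22 and 0.837) among CpG island promoters, and chromosomes 10 and 14 and the replication-dependent histones (1.25, 0.782 and 2.19) within 3 kb. The EGR motif at promoters passed as less frequent with GC matching (0.446) and among CpG island promoters (0.744) and as more frequent in windows on the TSS (1.68).

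A stricter peak threshold was not run because the list has no score, and the alternatives for changed signal after dTAG (another count model, library scaling, filtering, leaving out each replicate) were not run because it has no value per sample. No paired analysis was possible because the list carries no column per replicate. The missing depth limits every statement about genes without a site, which may bind ASH2L below the calling threshold: the share of genes with a site was 14.0% within 1 kb and 62.8% of sites lay within 3 kb.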

Other observations

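In this part, the tests of gene density, of the dense segment of chromosome 10, of X chromosome copies and of developmental factor families were chosen only after related values had been seen, as were the genes and segments singled out.

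Chromosomes 10 and 15 carried 477 non-promoter sites, where the rate of the other autosomes would give 192. On chromosome 15 the excess ran along the whole chromosome, from 1.5 to 4.0 sites per Mb in its 10 complete 10-Mb bins. On chromosome 10 it was concentrated between 100 and 130 Mb, with 136 sites (4.53 per Mb) against 0.979 per Mb on the rest, and the bin from 110 to 120 Mb reached 7.80 per Mb. Gene density does not account for it, since non-promoter sites per annotated TSS were 2.71 times as frequent as on the other autosomes. Repeats do not either, as the mean soft-masked share was lower, with a difference of -5.91 percentage points (permutation test, p = 0.0001, the smallest it can give). Background reads placed at random without binding would dilute the AP-1 motif to a forecast 6.61% of sites, but 12.8% carried it, compared with 11.9% on the other autosomes (odds ratio 1.09, Fisher's exact test, p = 0.581; one-sided exact binomial test against the forecast, p = 7.71e-07). The forecast gives the excess sites the AP-1 share of random windows. Background reads gathered at preferred places therefore stay open. A candidate explanation is extra copies of these regions in this cell line, which would raise the signal of true but weak sites above the calling threshold. For the segment of chromosome 10, CpG island promoters also carried a site more often, at 50 of 180 genes (27.8%) against 19.5% on the other autosomes (odds ratio 1.59, 95% confidence interval 1.14 to 2.21, Fisher's exact test, p = 0.00785). Narrow sites at such promoters did not decide the matter (odds ratio 1.42, 0.899 to 2.25, in 21 genes). For chromosome 15 the promoters left the question open, with odds ratios of 1.14 (0.944 to 1.38) for all sites and 0.839 (0.620 to 1.13) for narrow sites. The segment contains Mdm2 (117688875 to 117710758). Copy number was not measured here, and no biological explanation was tested.

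The X chromosome had few promoter sites. A lack of CpG island promoters does not account for this, because within such promoters the odds ratio was 0.150 (22 of 622 genes, Fisher's exact test, p = 8.45e-32). Fewer copies of the X chromosome per cell stay open, because the measures of non-promoter sites point different ways. There were 0.489 per Mb against 0.676 on the lowest autosome, but 17.0 per 1000 annotated TSSs against 15.9 on the 17 other autosomes together. Neither measure fell as far as the promoters. Scaled by the per-Mb fall to 0.590 of the autosomal median, 11.6% of X-linked CpG island genes would have a site, and 3.54% had one (exact binomial test, p = 1.08e-12), while the measure per TSS gives no fall at all. This forecast assumes that promoter and non-promoter sites respond to copy number alike. Differences in X-linked gene activity or in the CpG content of these islands were not tested.

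The Hox clusters differed. The HoxA cluster (52155590 to 52260880 on chromosome 6) held 41 sites that covered 40016 bp of its 105 kb, and the HoxD cluster (74668310 to 74765142 on chromosome 2) held 20 sites that covered 20320 bp. The HoxB and HoxC clusters, of 174 and 116 kb, held 0 sites. Because the widest sites lay at Hox and Ebf3 genes among others, the hypothesis that developmental transcription factor genes in general carry wider sites was tested on 17 genes with a site from 10 other families fixed by name. Within strata of island length their widest site differed from that of 3046 other genes by 0.211 on the log2 scale (permutation test, p = 0.242), so the wide sites were not shown to extend to these families, and 17 genes are too few to exclude it. Of 177 developmental factor genes in all the listed families, 18.1% had a promoter site, compared with 14.0% of other genes (odds ratio 1.36, Fisher's exact test, p = 0.128).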
